A study of Mus musculus with 8 samples.

How the data were processed

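RNA of sorted dermal adipocyte precursors was extracted with Trizol and a column kit and made into Illumina TruSeq mRNA libraries, per the labels' protocols. The 8 samples fall into 2 groups by their titles, 6 nonwounded and 2 from the day 5 wound bed. The reads were aligned with TopHat2 2.0.2 and the groups compared with Cuffdiff 2.0.2, and the genome build is named as mm9, per the submitters' processing notes. The series was analysed here from a single table of 34535 isoforms of 24358 gene symbols, with the FPKM of each group as the authors deposited it, pooled over the samples of the group, and the p-value of the comparison as the authors deposited it. The number of per-sample value columns not used was 0. Because the FPKM are estimates per group and not counts, no count test was run, no test across samples was possible, and the depth of each sample is unknown, so no interval is given.

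The deposited status was OK for 17775 isoforms, which were the ones tested, and marked 16745 as not tested, 13 (in 6 genes) as having too many fragments and 2 as failed. The values of the last 15 were not treated as usable and were left out of fold changes. Benjamini-Hochberg adjustment of the deposited p-values over the 17775 tested isoforms gave, at an adjusted p under 0.05, the same yes or no as the deposited significance column for all 34535 isoforms. The largest p among the calls in the authors' deposited table was 0.00645, and 4857 isoforms had an unadjusted p under 0.05. The log2 fold change was computed here as the wound bed over the nonwounded FPKM, without a pseudocount. Where a group is listed at 0 no fold change is given, since an exact 0 can be a failed estimate.

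Of the gene symbols, 25 had been turned into dates by a spreadsheet in 56 isoforms, and all 56 were restored by their transcript identifiers through the RefSeq gene table of the GRCm38.p6 assembly. Loci are given as the table gives them, with starts counted from 1. They are read-assignment bundles and can span neighbouring genes. Although the processing notes name mm9, the start or end lay within 100 bases of the GRCm38 gene position for 93.3% of 18542 loci that hold 1 gene, so the positions printed are those of the table and their build is uncertain.

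For each gene the major isoform was the tested one with the highest sum of both FPKM values. The genes named were chosen by a rule fixed before the data were examined: the 12 largest rises and 12 largest falls among called major isoforms with an FPKM of at least 1 in both groups and 5 in the higher one; up to 3 called members per direction in each list; a fixed set of marker and pathway genes; and up to 6 genes with isoforms called in opposite directions. Of the genes that this rule selects, 1 is not reported here. Other genes named as examples of a list, such as Il1b, Tnf, Hspa1a and S100a8, were chosen after their values were seen.

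The 15 process lists and 11 marker lists were also fixed before the data were examined. Called and other major isoforms with an FPKM of at least 1 in the higher group were compared between members and non-members by Fisher's exact test, two-sided, separately for each direction, with Benjamini-Hochberg adjustment over 30 tests for the process lists and 22 for the marker lists. Beside it stand the median log2 fold change of the members, its percentile among 10000 random lists drawn from 20 bins of expression, and the number of members called when adjusted over the list alone. Genes within a list are not independent replicates, so these tests describe where the calls fall. A member of a list counts as tested where its major isoform had an FPKM of at least 1 in the higher group. A further 14 lists were written after parts of the table had been seen, among them germ cell, testis, liver, pancreas, brain, heart, intestine, kidney and lung genes, and form a family of 28 tests.

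The adjustment and the list tests were tested on simulated data for the wound bed against nonwounded comparison. Of 200 changed isoforms planted among 17775, 95.0% were recovered and 5.47% of the calls were unchanged ones. Planted lists among 12961 genes held calls at 6 times the base rate. Of these lists 97.0% were found, and 1.00% of the others were called. The median percentile was 100 for lists shifted by 1 and 57.4 for unshifted lists of 12458 genes. These rates hold for the planted sizes only. They do not show how often a weaker list would be found, such as adipogenesis with an odds ratio of 2.63 for lower.

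The alternatives were other adjusted p thresholds (0.01 and 0.1), a log2 fold change of at least 1, FPKM minimums of 1 and 5, adjustment over the isoforms above an FPKM of 1, leaving out values of 0, centring on the median of expressed isoforms, and sums over the isoforms of a gene. The sums carry a pseudocount of 1 in the list medians and none where the sum of a single gene is printed. Alternatives that need a value per sample were not run. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.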

Results

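Adipocyte precursors (APs), mesenchymal cells of the skin that can form fat cells, were isolated by fluorescence-activated cell sorting from the dermis of 7-week-old male C57/Bl6 mice. RNA was sequenced from 6 samples of nonwounded dorsal skin and 2 samples of the wound bed at day 5. The table analysed here gives, for each transcript isoform, a single FPKM (fragments scaled to transcript length and sequencing depth) per group and a Cuffdiff p-value for the wound bed against nonwounded skin. It carries no value per sample, so no SD is given, the depth of each sample is unknown, and the number of samples that share a direction could not be counted. The labels do not say whether the samples came from separate animals, and the p-values then measure only the spread between these samples.

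The comparison asks how the transcripts of APs in a day 5 wound bed differ from those of APs in nonwounded skin. Inflammatory mediators and matrix genes were among the largest called rises in the wound bed. Il6, which encodes the cytokine interleukin 6, stood at a group FPKM of 736 in the wound bed and 1.94 in nonwounded skin, a log2 fold change of 8.57. Tnc, which encodes the matrix glycoprotein tenascin C, rose by 7.49 on the log2 scale, and Acta2, the smooth muscle actin of contractile fibroblasts, by 4.21. Transcripts of Igf2, a growth factor gene, changed by -5.61 and those of the adipocyte hormone gene Adipoq by -4.50. Pdgfra, a receptor gene commonly used to mark these precursors, stood at 81.2 and 78.8 and was not called.

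Of 17775 tested isoforms, 2294 had a Benjamini-Hochberg adjusted p under 0.05 from the p-values in the authors' deposited table, 1006 higher and 1288 lower in the wound bed. They belonged to 2238 genes. Of the lower isoforms, 355 were listed at 0 in the wound bed, against 4 of the higher ones listed at 0 in nonwounded skin. With isoforms at 0 in either group left out, 1002 were higher and 933 lower, so that the share of higher calls moved from 43.9% to 51.8%. The median log2 fold change of 12522 isoforms with an FPKM of at least 1 in both groups was -0.11, and fold changes below are given as computed from the deposited FPKM, without removing this shift. The smallest p in the authors' deposited table was 5e-05, shared by 1008 isoforms, which gives each of them an adjusted p of 0.000882.

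**Figure D1:**
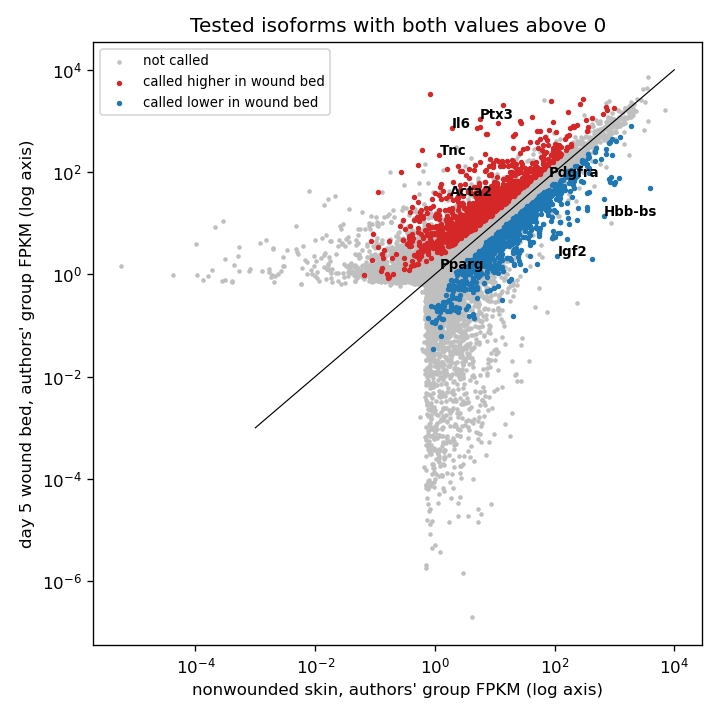
Group FPKM in the wound bed (vertical log axis) against nonwounded skin (horizontal log axis) for tested isoforms with both values above 0, 1 point per isoform, red for those called higher in the wound bed, blue for those called lower and grey for the others, with the line of equal values. Il6 (736 against 1.94) lies far above the line, Igf2 (2.28 against 112) far below it, and Pdgfra (81.2 against 78.8) close to it.

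Among called genes with an FPKM of at least 1 in both groups, the 12 largest rises included those of Il6, Ptx3, Tnc, Cxcl1, Ccl2, Ier3, Has1, Lrrc15, Adamts4 and Hk2, each with an adjusted p of 0.000882. Ptx3 encodes the soluble pattern recognition protein pentraxin 3 and rose by 7.58 on the log2 scale, and Cxcl1, a chemokine gene that acts on neutrophils, by 7.25. Ccl2, a monocyte chemokine gene, rose by 7.11. Has1, a hyaluronan synthase gene, rose by 6.21, and Hk2, a hexokinase gene of glycolysis, by 5.52. The Il6 locus in the table lies on chromosome 5 from 30013161 to 30019968 and that of Tnc on chromosome 4 from 63959785 to 64047015. The isoform of Rpl19 rose by 6.33, while the sum over the isoforms of this ribosomal protein gene gave 0.07.

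Among the 12 largest falls, chosen in the same way, were Igf2, the hemoglobin genes Hbb-bs (-5.60) and Hbb-b2 (-4.43), Mylpf, a fast muscle myosin light chain gene (-4.69), and Arl4d, Smpd3 and Engase (-4.17, -4.11 and -4.08). Tsc22d3, which encodes the glucocorticoid-induced leucine zipper protein, fell by 4.15 on the log2 scale for its major isoform, and the sum of its isoforms gave -2.86. Spa17, a sperm protein gene, fell by 4.02. Rpl34 and Rpl22, ribosomal protein genes, were also among them, as was Rps27rt, a near copy of Rps27. Rps27rt changed by -6.34 while Rps27 stood at an FPKM of 2580 in the wound bed and 67.1 in nonwounded skin without a call, and reads shared between such copies make these values uncertain. For Rpl22 the sum over isoforms gave -0.46.

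Chemokines, cytokines and inflammatory mediators were called higher more often than other genes. Of 38 tested members, 19 were called higher and 1 lower, against 7.39% and 8.70% of the 12961 major isoforms with an FPKM of at least 1 in the higher group (Fisher's exact test, two-sided, adjusted p = 3.71e-11 for higher). Adjusted over the list alone, 23 were higher and 1 lower. Saa3, an acute phase protein gene, rose from a group FPKM of 0.814 to 3295, and Cxcl2, a neutrophil chemokine gene, from 0.619 to 268. Csf3, the gene of granulocyte colony-stimulating factor, was called at 5.72 in the wound bed and listed at 0 in nonwounded skin. Cxcl13, a B cell chemokine gene, fell by 1.40 on the log2 scale, and 18 members were not called, among them Ccl11 (-0.37) and Tslp (-0.78, with an isoform sum of 0.12). Il1b stood at 104 against 0.643 and Tnf at 10.9 against 0.000288, without a call for either. The median log2 fold change of the list was 2.58, at percentile 100 among 10000 random lists matched on expression. The marker genes of macrophages, described below, were higher in the same column.

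The list of immediate early and dissociation stress genes had 17 of 26 tested members called higher and 0 lower (adjusted exact p = 2.54e-12), or 22 higher adjusted over the list alone. Ier3, an early response gene, rose by 6.27 on the log2 scale, Egr2, a zinc finger transcription factor gene, by 6.19, and Nr4a1, an orphan nuclear receptor gene, by 5.08. Fos stood at 1160 in the wound bed and 413 in nonwounded skin and was called. The heat shock genes Hspa1a and Hspa1b changed by 0.71 and 0.60 without a call. The list's median was 2.34, at percentile 100.

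Matrix genes were called higher in 3 lists. In fibrillar collagen and interstitial matrix, 13 of 32 tested members were higher and 3 lower (adjusted exact p = 8.37e-07 for higher; 14 and 3 adjusted over the list alone), with a median of 0.84 at percentile 100. Of the called members Tnc rose most, followed by the collagen genes Col12a1 (4.97) and Col8a1 (4.91), while Spp1, the osteopontin gene, stood at 7.75 without a call. Eln, which encodes elastin, fell by 1.70, Fbln5, an elastic fibre gene, by 1.39, and Mfap5, a microfibril gene, by 1.36. Postn, which encodes periostin, changed by 1.61 for its major isoform without a call, and by 0.65 for the sum of its isoforms. Col1a1, Col3a1 and Fn1, genes of the main dermal collagens and fibronectin, carried the authors' status for too many fragments to process and had no usable value.

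In matrix processing and remodelling, 17 of 36 tested members were higher and 1 lower (adjusted exact p = 8.70e-10; 19 and 2 adjusted over the list alone), with a median of 0.88 at percentile 100. The matrix protease gene Adamts4 rose by 5.80 and the collagen prolyl hydroxylase gene P4ha3 by 5.36. Timp3, an inhibitor of metalloproteinases, fell by 1.40, while Timp1, of the same family, rose by 5.22. In the basement membrane list 5 of 15 were higher and 2 lower (adjusted exact p = 0.0150; 6 and 2 adjusted over the list alone), with a median of 0.53 at percentile 99.1. Col18a1 rose by 2.38 and Col15a1 by 1.14, both collagen genes of basement membrane zones, and the laminin gene Lama2 fell by 1.30. The call of this list was lost at an adjusted p under 0.01 and with a log2 fold change of at least 1.

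Of 24 tested myofibroblast and contractile genes, 14 were higher and 1 was lower (adjusted exact p = 8.70e-10; 17 and 2 adjusted over the list alone), and the median was 1.31 at percentile 100. Lrrc15, a membrane protein gene of activated fibroblasts, rose by 6.18, Actn1, which encodes the actin crosslinker alpha-actinin 1, by 5.07, and Tpm2, a tropomyosin gene, by 4.42 for its major isoform and by 1.77 for its isoform sum. Tagln, which encodes transgelin, rose by 3.03. Myl9, a myosin light chain gene, fell by 1.63.

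Genes of glycolysis and hypoxia were called higher in 15 of 28 cases and lower in 0 (adjusted exact p = 8.70e-10; 16 and 0 adjusted over the list alone), with a median of 1.56 at percentile 100. Besides Hk2, the hypoxia-responsive gene Ndrg1 rose by 3.85 and the glucose transporter gene Slc2a1 by 3.06. Hif1a, the gene of the oxygen-regulated transcription factor, rose by 2.38. Mitochondrial fatty acid oxidation had 0 of 18 tested genes higher and 3 lower (adjusted exact p = 0.320 for lower; 3 adjusted over the list alone), with a median of -0.45 at percentile 3.25. The 3 were Acaa2 (-1.11), a thiolase gene, and the electron transfer genes Etfa (-0.97) and Etfb (-0.88).

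The cell cycle list had 6 of 33 tested members higher and 0 lower, which did not pass the adjusted test (adjusted exact p = 0.0955), and 13 higher and 1 lower adjusted over the list alone. Mki67, the gene of the proliferation antigen Ki-67, rose by 1.93, the ribonucleotide reductase gene Rrm2 by 1.72, the mitotic kinase gene Cdk1 by 1.53 and Top2a, a DNA topoisomerase gene, by 1.31. Their levels stayed low, with Mki67 at a group FPKM of 5.52 against 1.45. The median of the list was 0.81 at percentile 100, and the list was called with gene sums (adjusted exact p = 0.0135) and at an adjusted p under 0.1 (0.000144).

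Interferon response genes were higher in 6 of 22 cases and lower in 2 (adjusted exact p = 0.0161; 8 and 4 adjusted over the list alone), with a median of 0.34 at percentile 99.1. The chemokine gene Cxcl10 rose by 4.03, the transcription factor gene Irf1 by 3.54 and the antiviral gene Rsad2 by 1.55, while Irf9 fell by 1.06 and Ifit2 by 0.85. The call of this list was lost at an adjusted p under 0.01. In the secretory pathway and endoplasmic reticulum list 4 of 33 were higher and 0 lower (adjusted exact p = 0.414; 4 and 0 adjusted over the list alone), with a median of 0.31 at percentile 99.2. These were Xbp1, Ddit3 (1.44), Creb3l2 (1.12) and Atf4 (0.82), all transcription factor genes. The major isoform of Xbp1 rose by 1.94, but the sum of its isoforms gave -0.24.

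Growth factors and their binding proteins went both ways, with 7 of 38 tested members higher and 6 lower (adjusted exact p = 0.0658 and 0.261; 11 and 6 adjusted over the list alone) and a median of 0.46 at percentile 99.99. Tgfb1, the gene of transforming growth factor beta 1, rose by 2.92, the insulin-like growth factor binding protein gene Igfbp7 by 1.98, and Nov, a matricellular protein gene, by 1.89. Ctgf, another matricellular gene, rose by 1.53 and Pdgfc, a platelet-derived growth factor gene, by 1.28. Igf2, Igfbp3 (-3.76), which encodes a carrier of insulin-like growth factors, and Bmp4 (-2.71), a bone morphogenetic protein gene, fell most. Igf1 stood at 22.3 in each group.

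In the Wnt pathway list 4 of 26 were higher and 5 lower (adjusted exact p = 0.243 and 0.175; 4 and 8 adjusted over the list alone), with a median of -0.51 at percentile 1.45. Wisp1 and Wisp2, matricellular genes, rose by 4.53 and 1.64, and Dkk3, a dickkopf family gene, by 1.54. The ligand genes Wnt5a and Wnt10b fell by 2.79 and 1.59, and Rspo3, which encodes a Wnt-enhancing R-spondin, fell by 1.85.

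Adipogenesis and adipocyte genes were lower in 6 of 30 cases and higher in 1 (adjusted exact p = 0.114 for lower; 7 and 1 adjusted over the list alone), with a median of -0.84 at percentile 0.01. Adipoq, Car3 (-3.32), a carbonic anhydrase gene of fat, and Fabp4 (-1.73), a fatty acid binding protein gene, fell most among the called members, Retn (-6.56), Cfd (-4.78) and Apoe (7.07, with an isoform sum of 0.89) were not called, and the transcription factor gene Cebpb rose by 3.13. Pparg and Cebpa, which encode the main adipogenic transcription factors, changed by 0.09 and 0.23 without a call, and the isoform sum of Pparg gave -0.09. The list shares 9 genes with the mature adipocyte markers given below. It was called lower with an FPKM of at least 5 in the higher group (adjusted exact p = 0.0377) and without isoforms at 0 (0.0444).

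In the list of adipocyte precursor and mesenchymal surface genes, 1 of 19 was higher and 3 were lower (adjusted exact p = 1 and 0.339; 2 and 4 adjusted over the list alone), with a median of -0.17 at percentile 32.6. Icam1, an adhesion receptor gene, rose by 3.87, whereas Dpp4 (-1.66), Cd24a (-1.41) and Nt5e (-0.84), all genes of cell surface proteins, fell. Cd34, Ly6a and Itgb1, genes often used to sort these cells, changed by -0.64, -0.48 and 0.74 without a call.

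**Figure D2:**
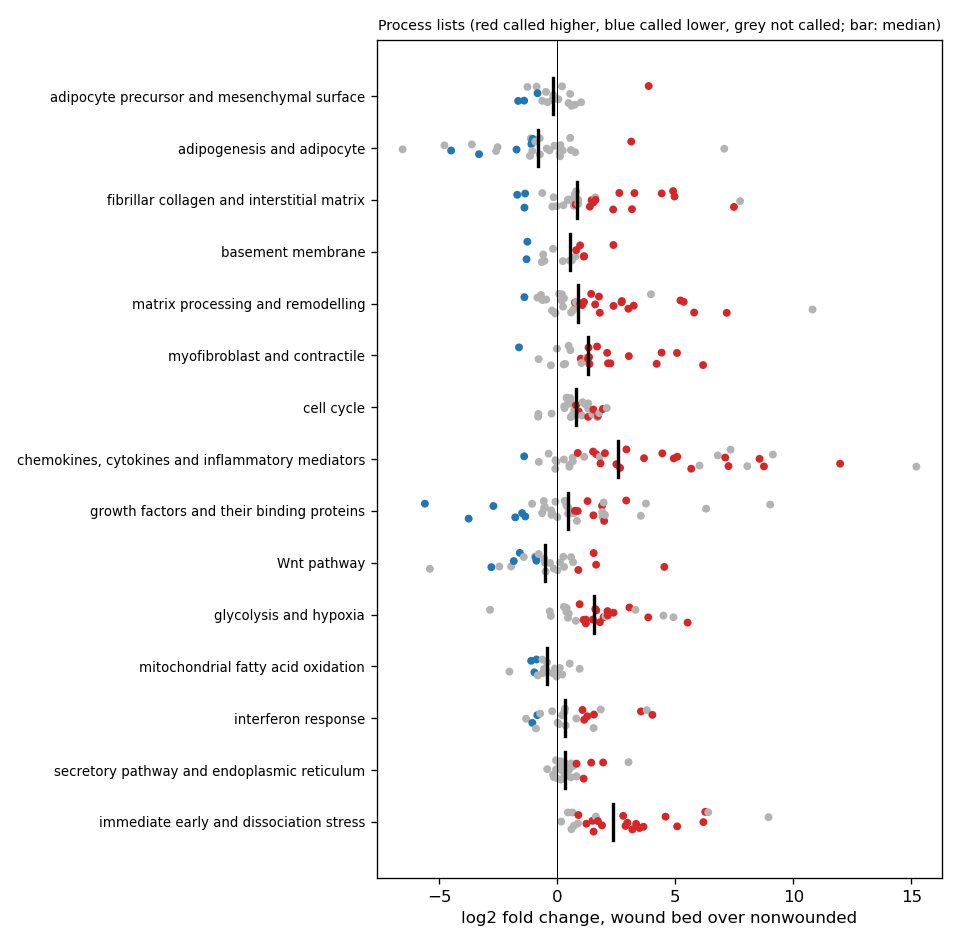
Log2 fold change (wound bed over nonwounded, horizontal axis) of each tested member of the 15 process lists (rows), 1 point per gene, red if called higher, blue if called lower, grey if neither, with a bar at the list's median. Genes listed at 0 in either group are not drawn. The medians run from -0.84 for adipogenesis and adipocyte to 2.58 for chemokines, cytokines and inflammatory mediators.

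Markers of other cells that a dermal sort could hold differed between the columns. Macrophage and monocyte markers were higher in 14 of 24 cases and lower in 0 (adjusted exact p = 2.84e-09; 18 and 1 adjusted over the list alone), with a median of 1.33 at percentile 100. Cd14, a receptor gene of myeloid cells, rose by 3.51, Ctss, a cathepsin gene, by 3.32 and Lyz2, a lysozyme gene, by 1.59 to a group FPKM of 524. Ptprc, the pan-leukocyte gene, stood at 4.13 against 0.453 without a call. Of 4 tested neutrophil markers 0 were called, although S100a8 stood at 40.0 against 0.925. Their median was 5.20 at percentile 99.99, and 3.02 with gene sums.

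Erythroid markers were lower in 5 of 6 cases (adjusted exact p = 0.000303), with Hba-a1, a hemoglobin gene, at a group FPKM of 62.6 in the wound bed and 1005 in nonwounded skin and a list median of -4.30 at percentile 0.01. Mast cell markers were lower in 4 of 4 cases (adjusted exact p = 0.000419), with the protease genes Mcpt4 and Cma1 at -3.69 and -3.13 and a median of -3.28 at percentile 0.06 (-2.62 with gene sums). Mature adipocyte markers were lower in 2 of 8 cases (adjusted exact p = 0.729), with a median of -3.47 at percentile 0.01 (-2.51 with gene sums). Skeletal muscle markers were lower in 1 of 9 cases (adjusted exact p = 1; 6 adjusted over the list alone), with a median of -3.39 at percentile 0 (-2.61 with gene sums).

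Keratinocyte and hair follicle markers were higher in 2 of 10 cases, the keratin genes Krt1 (3.98) and Krt14 (1.65), without passing the list test (adjusted exact p = 0.729; median 0.85, percentile 99.6). Endothelial markers were lower in 1 of 9 cases (Lyve1, a lymphatic vessel gene, -3.28; adjusted exact p = 1; median 0.09, percentile 83.5), and Pecam1 stood at 1.52 against 0.729 without a call. Pericyte and smooth muscle markers were lower in 1 of 4 cases (Kcnj8, a potassium channel gene, -1.97; adjusted exact p = 0.840; median 0.52, percentile 90.8). Melanocyte and Schwann cell markers were lower in 1 of 4 cases (Mbp, a myelin gene, -1.66; adjusted exact p = 0.840; median -1.37, percentile 11.4). In the lymphocyte list 1 gene was tested, Thy1, which was not called (-0.20; percentile 41.1).

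**Figure D3:**
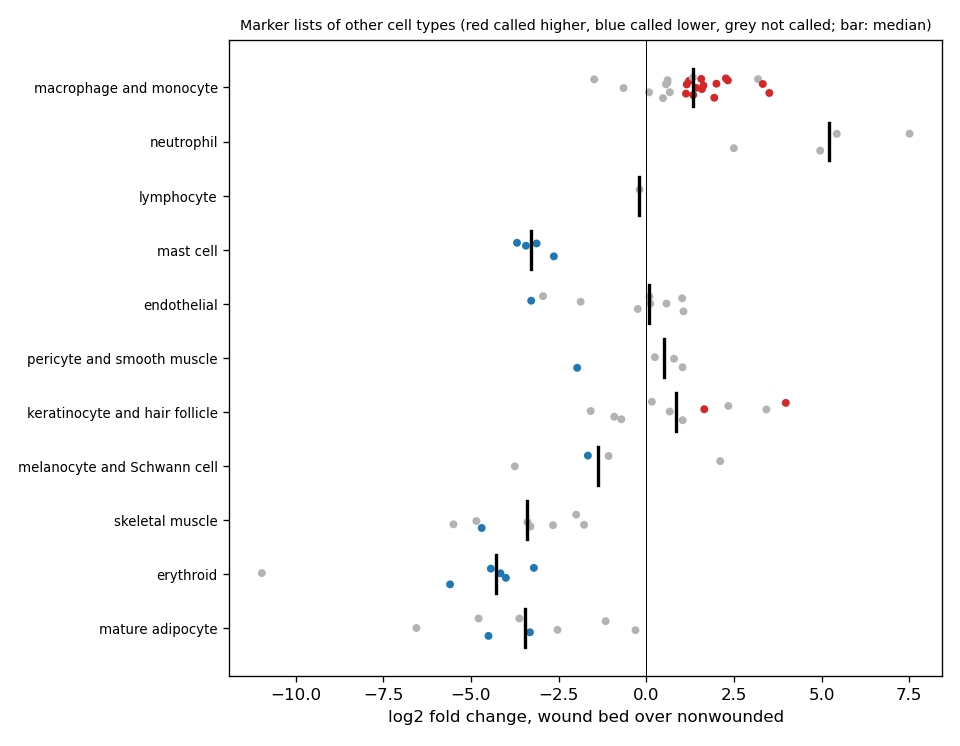
Log2 fold change (wound bed over nonwounded, horizontal axis) of each tested member of the 11 marker lists of other cell types (rows), drawn as in the plot of process lists, without genes listed at 0 in either group. The medians run from -4.30 for erythroid markers to 5.20 for neutrophil markers, of which 0 were called.

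In 8 genes, isoforms were called in opposite directions. Vcan, which encodes the proteoglycan versican, had an isoform that rose by 2.63 and another that fell by 4.08, and its sum gave 1.45. Gapdh, a glycolysis gene, had isoforms at 1.96 and -3.34 and a sum of 1.13. In Ly6e, a membrane protein gene, an isoform went from a group FPKM of 96.4 to 274 and another from 68.0 to 24.6, with a sum of 0.71. Isoforms stood at 1.79 and -1.37 for the translation initiation gene Eif4g1 (sum 0.11) and at 1.34 and -2.58 for Hnrnpk, an RNA binding protein gene (sum -0.07). Rpl22 had isoforms at 4.69 and -4.26 and a sum of -0.46. Isoform values are estimates that divide shared reads between overlapping transcripts, and their error is contained here in the authors' p-value alone.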

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

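All tests of explanations in this part were chosen after the results they concern had been seen.

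Isoforms that the authors did not test but whose group FPKM was at least 20 in the wound bed and above nonwounded skin are given as values. Serpinb2, a protease inhibitor gene, was listed at 250 in the wound bed and 0.00291 in nonwounded skin, but its test failed, so these values are not treated as usable, and isoforms with too many fragments are left out here. The microRNA genes Mir425, Mir212, Mir103-2, Mir15a and Mir541 stood at 43.2, 33.5, 32.7, 25.4 and 23.6 in the wound bed, and Mir425 at 10.3 in nonwounded skin, where the others were listed at 0. The libraries were mRNA libraries and FPKM is scaled to transcript length. Whether these values stand for the microRNAs themselves is therefore unknown, and no change in them is claimed.

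Transcripts of sperm-forming cells were present in the nonwounded column, with Tnp1 and Prm2, genes of sperm chromatin proteins, at a group FPKM of 237 and 106 and listed at 0 in the wound bed. Greater depth of the nonwounded libraries is argued against, since 0.226% of 3536 other single-isoform mRNA genes with a nonwounded FPKM of at least 10 were listed at 0 in the wound bed, against 75.0% of 16 germ cell genes. RNA of testis in some nonwounded libraries may be a source: 44 of 50 haploid germ cell genes had a nonwounded FPKM of at least 1 and at least 5-fold above the wound bed (33 of the 39 not seen beforehand; 4 of the 50 reached 1 in the wound bed), against 2 of 43 liver, pancreas, intestine, kidney and lung genes, though also 5 of 12 brain and 2 of 9 heart and slow muscle genes, and only 6 of 16 earlier germ cell and 3 of 14 testis somatic cell genes, so whole testis stays open. RNA of a female source also stays open, since Xist, expressed from the inactive X chromosome, stood at 11.0 against 0.00577 (p = 0.0395 in the authors' deposited table, not called) and the ratio of Y genes to their X homologues was lower in nonwounded skin for 4 of 4 pairs, with a median of 0.642 times that of the wound bed (weighted log2 mean -0.60, SE 0.23, p = 0.00889 with errors implied by the deposited p-values). All samples are labelled male and sorted, which should remove germ cells, no biological explanation was tested, and pooled values cannot show which libraries carry these transcripts.

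Macrophage marker genes were higher in the wound bed column. A larger share of otherwise unchanged macrophages is argued against as the whole cause, because the log2 fold changes of 20 markers differed by more than the errors implied by their p-values (Cochran's Q, chi-square p = 1.15e-07), with C1qa at 0.48 and Ctss at 3.32. A lower share of the main cell type, which raises the markers of every other type alike, is argued against as the whole cause, since 5 of 9 other lists had a median below -1, the lowest being -4.30 for erythroid markers. A different state of macrophages, with or without a larger share, may remain, and so may expression of these genes by the sorted cells of the wound, which was not tested.

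Immediate early and inflammatory genes were higher in the wound bed column. Stress during tissue dissociation and sorting stays open, since 6 of 12 heat shock genes were called higher and 0 lower (Fisher's exact p = 0.000101), among them Dnajb1 (2.88) and Bag3 (2.02), and 3 of the 12 also stand in the immediate early list. The wound itself may raise the same genes, which the design cannot separate from the handling of the tissue.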

How the results depend on the processing

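The alternatives with an FPKM of at least 1 in both groups and without the haploid germ cell genes were chosen after seeing the data. Centring moves all values alike and leaves the p-values unchanged, so it is left out of the tallies here. Of 57 alternative values for the 6 counts of calls and lists, 52 lay within 1.5 times the main count. At an adjusted p under 0.01, 642 isoforms were higher, 823 lower and 1439 genes had a call, which follows from the stricter threshold. At 0.1, 20 genes had isoforms called in opposite directions, through the looser threshold. With an FPKM of at least 1 in both groups 828 isoforms were lower, because isoforms near or at 0 in the wound bed were left out. The major isoform of Xbp1 rose, but its isoform sum gave -0.24, and the cause was not tested. Of 190 alternative values for 95 named fold changes, not counting genes named for isoforms called in opposite directions, 180 moved by no more than the error implied by their p-value, 9 by more, among them Wnt5a (-2.07 for its isoform sum), and 1 called gene changed sign, while Pparg, not called, changed sign within that error, as Igf1 did with centring. For genes such as Il6, with 1 tested isoform, the isoform sum repeats the value of the isoform (8.57 for both). The 180 therefore include values that match by construction and do not measure how firm the named fold changes are. Of 26 list medians with gene sums 22 moved by less than 0.585 on the log2 scale. With an FPKM of at least 1 in both groups the growth factor list was also called higher (adjusted exact p = 0.0260) and lower (0.0449), the Wnt list lower (0.0449) and the adipogenesis list lower (0.0495). At 0.1 the growth factor list was called higher (adjusted exact p = 0.0301). Without the haploid germ cell genes 1006 isoforms were higher and 1261 lower.

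No paired analysis was possible because the table gives pooled values per group, with no column that carries a replicate number. For the same reason leaving out each replicate, another pseudocount on values per sample and other splits of the samples were not run, so it is unknown whether 1 of the 2 wound bed or 6 nonwounded samples decides a call. Depth limits low isoforms most, and its size is unknown here.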

Other observations

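The tests of the added lists in this part were chosen after other parts of the table had been seen.

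Hyaluronan genes were a group with large changes. Of 12 tested, 6 were called higher and 1 lower, in a list written after Has1, Ptx3, Lyve1 and Vcan had been seen. Of the 8 others 3 were called higher and 0 lower (Fisher's exact p = 0.0169, unadjusted and tested last), so whether hyaluronan genes rise together stays open beside p = 0.000101 for all 12, which counts the genes that prompted the list. The synthase genes Has1 and Has2 rose by 6.21 and 1.68 on the log2 scale, the receptor gene Cd44 by 3.90, and Tnfaip6, whose protein binds hyaluronan, by 4.87, while Lyve1 fell by 3.28. The metallothionein genes Mt1 and Mt2 rose by 3.15 and 4.79, and Retnla, a gene of alternatively activated macrophages and fat, fell by 3.59.

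Integrin genes gave 1 of 12 called higher, Itga5, and 0 lower (Fisher's exact p = 0.602), so a shared rise was not detected. Glucocorticoid responsive genes went both ways. Of 17 tested members, 5 of them seen before the list was written, 6 were higher, more often than other genes (Fisher's exact p = 0.000977), but 4 were lower, which argues against a shared change of the listed genes in 1 direction, with Sgk1 at 2.65 and Gadd45b at 5.20 and with Tsc22d3, Pdk4 (-2.08), Per1 (-1.63) and Zbtb16 (-1.77) lower. The list shares 1 gene with the inflammatory mediators and 1 with the immediate early list. It therefore cannot tell whether glucocorticoid signalling itself changed.

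Circadian clock genes were called in either direction in 6 of 14 cases (Fisher's exact p = 0.0161, unadjusted), 3 higher and 3 lower. The directions were tested separately first, which gave Fisher's exact p = 0.0794 for higher and 0.116 for lower, and the test in either direction was run after that because the written hypothesis concerned both directions. The demand that the median gene of each arm differ from 0 by more than its error was added after both results had been seen, and without it the conditions written for a shift in phase were met. Per1, Per3 (-1.96) and Tef (-1.20) fell, and Npas2 (1.89), Nfil3 (1.17) and Bhlhe40 (3.44) rose. A shift in circadian phase may underlie this but stays undecided, since the arm of Per1, Per2, Per3, Dbp and Nr1d1 had a median of -1.63 at Per1 (p = 5e-05 in the authors' deposited table), whereas that of Arntl, Clock and Npas2 had its median of 0.12 at Arntl, which had p = 0.719 in the authors' deposited table, and the hour of collection is not given in the sources used here.

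Among the other added lists, brain genes were lower in 4 of 8 cases and higher in 0 (adjusted exact p = 0.0168 over the 28 tests of the added lists), with Camk2n1 at a group FPKM of 12.7 in nonwounded skin and 3.19 in the wound bed. The other called members, Syt1, Gfap and Nrgn, stood at 1.34, 1.71 and 1.62 in nonwounded skin and were listed at 0 in the wound bed. An exact 0 can be a failed estimate, so the call of this list is uncertain. Haploid germ cell genes were lower in 27 of 47 cases (adjusted exact p = 8.70e-16) and earlier germ cell genes in 2 of 7 (adjusted exact p = 0.332). Testis somatic cell genes were higher in 1 of 8 cases and lower in 1 (adjusted exact p = 0.989 and 1), liver genes lower in 1 of 3 (0.558) and heart and slow muscle genes lower in 1 of 3 (0.558). For pancreas, intestine and kidney, and lung genes 0 were called, with 1 gene in each that reached an FPKM of 1 in the higher group.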
